A study of Mus musculus with 4 samples. Its data were reported in "Comprehensive phenotypic analysis of knockout mice deficient in cyclin G1 and cyclin G2" (2016).

How the data were processed

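The measurements were mRNA levels in mouse embryonic fibroblasts (MEFs), which are connective-tissue cells grown from embryos. Cultures lacking cyclin G1 (G1KO, from Ccng1 knockout mice) or cyclin G2 (G2KO, from Ccng2 knockout mice) were each compared with a wild-type (WT) culture. RNA was taken from MEFs in logarithmic growth. The data were 4 microarrays of 2 colours. On each array the RNA of a knockout culture and that of a WT culture were hybridised together, one labelled with the dye Cy5 and the other with Cy3. Each of the 2 comparisons had 2 arrays, and the dyes were exchanged on the second array. Per the labels the second array was a dye swap, so the pair was counted as 1 replicate per genotype. The WT of each comparison was labelled for the gene compared, and no WT was shared. All 4 arrays lay on 1 slide and were read in 1 scan, so slide and scan were the same for every array and no batch term could be fitted.

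Per the labels, total RNA was amplified from an oligo-dT primer into labelled cRNA and hybridised to Agilent whole-genome mouse arrays of 45018 spots. The authors quantified the spots with Agilent Feature Extraction, version 10.5.1.1 per the file headers. The deposited scanner files hold intensity on a linear scale. These values are the mean brightness of the pixels of each spot and the median brightness around it, in each channel, with no background subtraction or normalisation. The files also hold the scanner software's log10 ratio of Cy5 over Cy3, which the authors obtained after its background subtraction, spatial detrending and dye normalisation. A p-value of that ratio, from an error model within a single array, and flags for outlying, saturated and dim spots were deposited with it. The authors' deposited series table holds log10 ratios as well. Across spots these correlated with the scanner's log10 ratio at r = 0.999999 on the arrays with knockout RNA in Cy5 and at r = -0.999999 on the swapped arrays. The series table is thus the same ratio, turned to knockout over WT on every array, and it is not independent of the scanner's ratio.

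The intensity values were processed with limma 3.58.1 in R 4.3.3. The background around each spot was corrected with the normexp method with an offset of 50, fitted on all spots. Control spots were then left out, together with spots that the software had marked as outliers in either channel, which were 117, 203, 129 and 114 spots per array. Each array was normalised by loess, which removes the dependence of the log2 ratio on brightness. Before loess the median log2 ratio of knockout over WT was 1.11 and 0.94 with the knockout RNA in Cy5 and -0.97 and -0.94 with it in Cy3, so the raw ratio leaned toward Cy5 on every array. Spots of the same probe were averaged. Each array held 43379 gene spots in all, for 41174 probes, of which 245 were printed 10 times. Every ratio was turned to knockout over WT, and the mean of both arrays of a pair was taken as the log2 ratio of the comparison, which balances the dyes.

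A probe was tested where its spots were well above background on both arrays of the pair in at least 1 genotype, by the scanner's flag. This left 25540 probes in the G1KO comparison and 25431 in the G2KO comparison. With 1 replicate per genotype no test across genes was possible, and no p-value is given. A probe was called when its log2 ratio was at least 1 in size, in the same direction, on each array of the pair. The spread between the arrays of a pair is technical. Its SD was 0.130 in the G1KO pair and 0.128 in the G2KO pair on the log2 scale, and the number of arrays limits the precision. Where a genotype was not well above background on either array, only a bound on the fold change is given. On each array it sets the signal of the brighter genotype against the larger of the dim signal and the lowest signal well above background in that channel, after loess and Aquantile normalisation. The smaller of the values from the 2 arrays is printed, and genes were ranked by their mean on the log2 scale. Where the dim signal is the larger on an array, the bound there equals the fold change measured. Such bounds are open to dye bias. The swap offsets it in the mean used for ranking, but not in the bound printed, which comes from a single array. No spot was saturated.

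Probes were named through the RefSeq table for mouse assembly GRCm38.p6, which was used for names alone. Of the probes, 24375 were named by accession, 6301 by symbol and 2426 by an older symbol. The other 8072 kept the name in the scanner files. Positions are those of the array design, on build mm8 (NCBI 36), and the exon or untranslated region in which a probe lies was not analysed here.

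The rules, the lists of genes, the main design and most alternatives were fixed before the data were examined. Some lists hold genes that the study lists as changed on these arrays, so fixing them beforehand does not make them independent. The alternatives for chromosome medians, for changes toward one dye and for genes other than Ccng1 and Ccng2 were chosen after seeing the data. The genes named were 30 fixed genes, which comprise Ccng1 and Ccng2, sex-linked genes, genes of proteins that the study followed, genes that its text names from arrays or blots, and Cdkn2a with Cdkn2b. For these the probe with the highest mean intensity is given, and other probes where they differ in sign or call. In addition, each comparison named the 5 largest rises and the 5 largest falls among called probes well above background in both genotypes, and the 3 largest bounds in each direction. The 5 genes called in both comparisons with the largest smaller ratio were named for the same and for opposite directions. The comparison of G1KO and G2KO used Pearson correlation across probes and the number of probes called in both, beside 1000 shuffles of probes within 20 bins of mean intensity. For 16 gene lists, the median log2 ratio of the detected genes was set against 10000 random lists of the same size matched on mean intensity. Medians per chromosome and per window of 50 neighbouring genes were set against 1000 shuffles of genes. Runs of at least 5 windows were set against the rest of their chromosome, and the largest difference on each chromosome against the largest in 1000 shuffles of genes, a search added after the data were seen. These are descriptions of the cultures and not tests of the genotype. As a background for the calling rule, the number of probes past 2-fold toward the same dye on both arrays of a pair was counted.

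The normalisation and calling were tested on simulated arrays with the real brightness of each spot. The filter on dim probes came from the real arrays. Changes were planted only in probes well above background in both genotypes of both pairs, and those over 2-fold were of 3-fold or more. The filter, the bounds and changes between 2-fold and 3-fold were thus not tested. Chromosomes were set against 200 shuffles here. Of the probes changed over 2-fold, 129 of 149 (86.6%) were recovered in the G1KO pair, where 25540 probes were tested, and 133 of 150 (88.7%) in the G2KO pair, where 25431 were. Among 50 probes changed under 2-fold and among 25341 and 25231 unchanged probes, 0 were called. Of 200 unchanged lists, 6 fell outside the middle 95% of random lists in each pair. A single shifted chromosome was found in both pairs, but the shuffles also marked chromosomes that had not been moved, giving 3 and 4 marked chromosomes, by at most 0.0032 beyond the range. With a pool of genes from the unmarked chromosomes, 1 chromosome was marked in each. That pool was therefore added as an alternative after the data were seen.

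The alternatives were normexp with an offset of 0, the scanner's own log ratio, median centring in place of loess, Aquantile after loess, the series table, each array alone, no filter on dim probes, a filter requiring both genotypes above background, outlying spots kept, thresholds of 1.5-fold and 4-fold, the mean of both arrays, an added limit on the scanner's p-value of 0.01, 1 probe per gene symbol, and the mean over all probes of a gene for lists. Arrays of cells lacking both cyclins were not analysed here.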

Results

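Gene expression was measured on 4 arrays to ask which transcripts depend on cyclin G1, on cyclin G2, or on both. The G1KO and G2KO comparisons had 1 knockout culture and 1 WT culture each, hybridised together on 2 arrays with the dyes exchanged. There were thus no biological replicates, and no difference given here has a replicate check. The ± values are the SD between the 2 arrays of a pair, which is technical. Of 43379 gene spots, between 25366 and 27757 were well above background per channel and array. The median brightness of a spot was 69.0 to 76.0 in Cy3 and 104 to 126 in Cy5, against local backgrounds of 27 to 29 and 33 to 34.

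The targeted genes were examined first. Ccng1 was read by 2 probes on the minus strand of chromosome 11. The brighter probe lay at 40592348 to 40592407. In the G1KO comparison its log2 ratio was -6.67 ± 0.13 (SD, 2 arrays), with -6.76 and -6.57 on the individual arrays, and it remained well above background in G1KO. The other probe, at 40594334 to 40594393, gave -4.96 ± 0.08. The scanner's own log ratio and the series table moved the value of the brighter probe most, each to -7.62. Ccng2 was read by 1 probe on the plus strand of chromosome 5, at 94351052 to 94351111. In the G2KO comparison its log2 ratio was 0.09 ± 0.27, with 0.28 and -0.10 on the individual arrays. Ccng2 mRNA was therefore not reduced at this probe in the knockout RNA of that pair, which is called the RNA labelled G2KO from here on. Directions given for that comparison rest on the label. In G1KO, Ccng2 had a log2 ratio of 0.28 ± 0.32. In the RNA labelled G2KO, Ccng1 was higher than in its WT by 2.67 ± 0.03, and by 2.49 at the other probe.

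**Figure D1:**
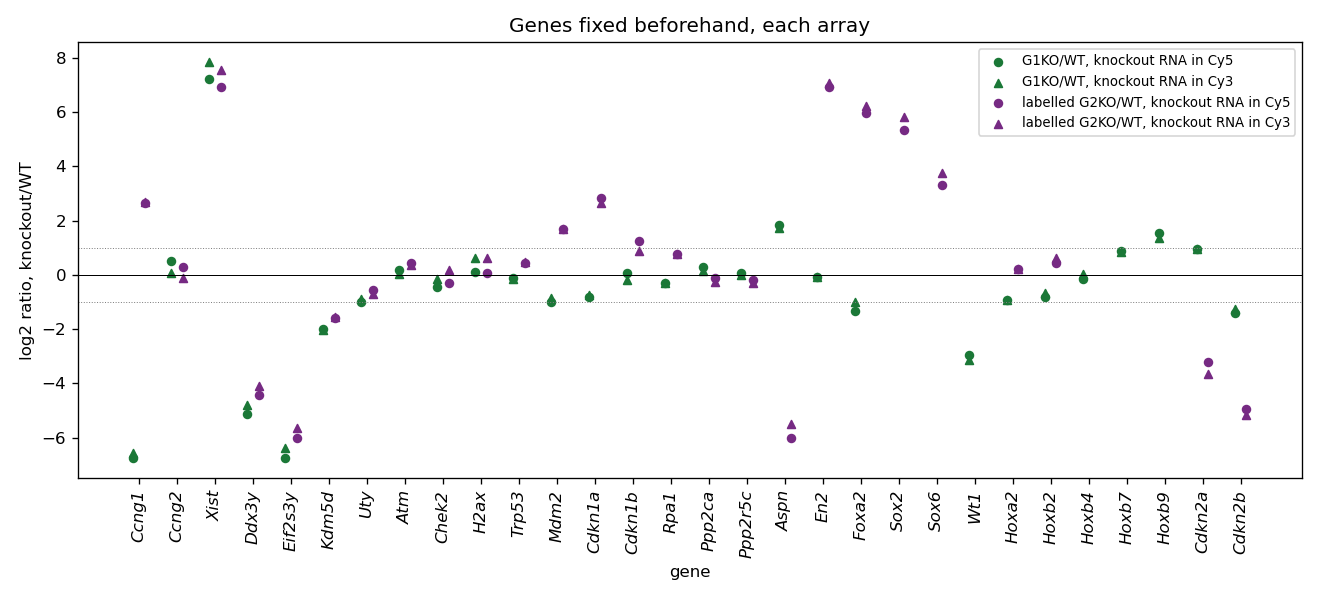
Log2 ratio of knockout over WT (vertical axis) for the genes fixed beforehand that were above background (horizontal axis), with circles for arrays carrying the knockout RNA in Cy5 and triangles for arrays carrying it in Cy3, green for G1KO and purple for the RNA labelled G2KO. Dotted lines mark 2-fold. Ccng1 lies at -6.67 in G1KO, whereas Ccng2 lies at 0.09 in the RNA labelled G2KO. The ratios of Eif2s3y, Kdm5d and Uty in both comparisons, and of Hoxb2 in the RNA labelled G2KO, are limited by background in 1 genotype.

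The sex-linked genes differed in both comparisons. Xist, which is transcribed from the inactive X chromosome, was higher in G1KO than in WT by 7.54 ± 0.43 (chromosome X, 99666300 to 99666359) and higher in the RNA labelled G2KO by 7.24 ± 0.46. Eif2s3y on the Y chromosome (364900 to 364959) was not well above background in either knockout RNA. It was at least 81.9-fold lower in G1KO and at least 49.6-fold lower in the RNA labelled G2KO. Ddx3y had log2 ratios of -4.97 ± 0.24 and -4.26 ± 0.23, and was well above background in the knockout RNA on 1 of the 2 arrays in each pair. Kdm5d was at least 3.98-fold lower and at least 2.89-fold lower. Uty was at least 1.78-fold lower and at least 1.49-fold lower. Genotype and the level of these genes changed together in both comparisons, so that every difference below was also a difference between cultures with and without Y-linked transcripts.

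In the G1KO comparison, which asks what changes without cyclin G1, 1479 of 25540 probes were called (5.79%). Of these, 509 were higher and 970 lower in G1KO than in WT. The arrays of the pair correlated at r = 0.952 across probes, and 0 probes passed 2-fold toward the same dye on both arrays. As a ratio to this count, the 4-fold threshold moved it most, to 385, and among alternatives that kept 2-fold the scanner's own log ratio did, to 2854. For 24 probes called higher, WT was not well above background on either array, and for 52 called lower, G1KO was not. Among probes well above background in both genotypes, the largest rises besides Xist were those of Cxcl5 (chromosome 5, 91836379 to 91836438), by 5.70 ± 0.01, Sfrp2 (chromosome 3, 83859869 to 83859928), by 4.69 ± 0.04, Diaph2 (chromosome X, 125807409 to 125807468), by 4.64 ± 0.10, and Plppr4 (chromosome 3, 117311162 to 117311221), by 4.11 ± 0.20. Diaph2 had 3 further probes, of which 1 was not detected and 2 had WT below background. The order of the rises depended on the processing, since Plppr4 reached 6.60 over the alternatives and Sfrp2 no more than 5.22. A probe of Elavl2 (chromosome 4, 90743738 to 90743797), named after its values were seen, was higher by 4.93 ± 0.16, with WT above background on 1 of 2 arrays. Another detected probe of Elavl2 (90744745 to 90744804) gave 0.99, which is under the threshold. After Ccng1, the largest falls among probes above background in both genotypes were at App (chromosome 16, 84838579 to 84838638), with a log2 ratio of -6.34 ± 0.10, Gpm6a (chromosome 8, 56558884 to 56558943), with -6.19 ± 0.17, Ddx4 (chromosome 13, 113719286 to 113719345), with -5.93 ± 0.03, and Lrrn4 (chromosome 2, 132560195 to 132560254), with -5.92 ± 0.02. The fall at App was seen at 1 of its 4 probes, and the others gave -0.13, -0.33 and -0.63.

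Among probes below background in 1 genotype, BC022654 (chromosome X, 125811944 to 125812003) was at least 10.495-fold higher in G1KO, Lhx8 (chromosome 3, 154241706 to 154241765) at least 6.98-fold higher, and another probe of Diaph2 (125605512 to 125605571) at least 5.15-fold higher. The other probe of Lhx8 was not called. In the other direction, after Eif2s3y, 9330159F19Rik (chromosome 10, 28917110 to 28917169) was at least 23.6-fold lower and another probe of Ddx3y at least 13.9-fold lower.

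In the comparison of the RNA labelled G2KO with its WT, 1619 of 25431 probes were called (6.37%). Of these, 587 were higher and 1032 lower. The arrays correlated at r = 0.959 across probes, and 0 probes passed 2-fold toward the same dye on both. WT was below background on both arrays for 42 probes called higher, and the RNA labelled G2KO for 81 called lower. Among probes well above background in both genotypes, the largest rises besides Xist were those of En2 (chromosome 5, 28502715 to 28502775), by 7.02 ± 0.11, Foxa2 (chromosome 2, 147734403 to 147734462), by 6.10 ± 0.18, Gpm6b (chromosome X, 161732904 to 161732963), by 5.90 ± 0.04, and Sox2 (chromosome 3, 34843400 to 34843459), by 5.59 ± 0.35. The other 2 probes of Gpm6b were not called. The largest falls among such probes were those of Efemp1 (chromosome 11, 28826538 to 28826597), with a log2 ratio of -6.28 ± 0.03, Aspn (chromosome 13, 49579047 to 49579106), with -5.75 ± 0.35, Clmp (chromosome 9, 40534095 to 40534154), with -5.37 ± 0.12, Col11a1 (chromosome 3, 114211239 to 114211297), with -5.23 ± 0.19, and Igsf10 (chromosome 3, 59404664 to 59404686), with -5.13 ± 0.10. The other probe of Igsf10 gave -0.63 and was not called. The order within these rises and falls depended on the processing. Over the alternatives Aspn reached -7.18 and Efemp1 went no further than -6.45. Sox2 reached 7.21 and Gpm6b went no further than 6.59.

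The largest bounds were those of Cnpy1 (chromosome 5, 28531757 to 28531816), at least 12.7-fold higher in the RNA labelled G2KO, Dmrta1 (chromosome 4, 89185928 to 89185987), at least 8.50-fold higher, and C130071C03Rik (chromosome 13, 84214188 to 84214247), at least 6.92-fold higher. After Eif2s3y, Ppbp (chromosome 5, 91845144 to 91845203) was at least 10.99-fold lower and D630004D15Rik (chromosome 5, 99123710 to 99123769) at least 10.7-fold lower.

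**Figure D2:**
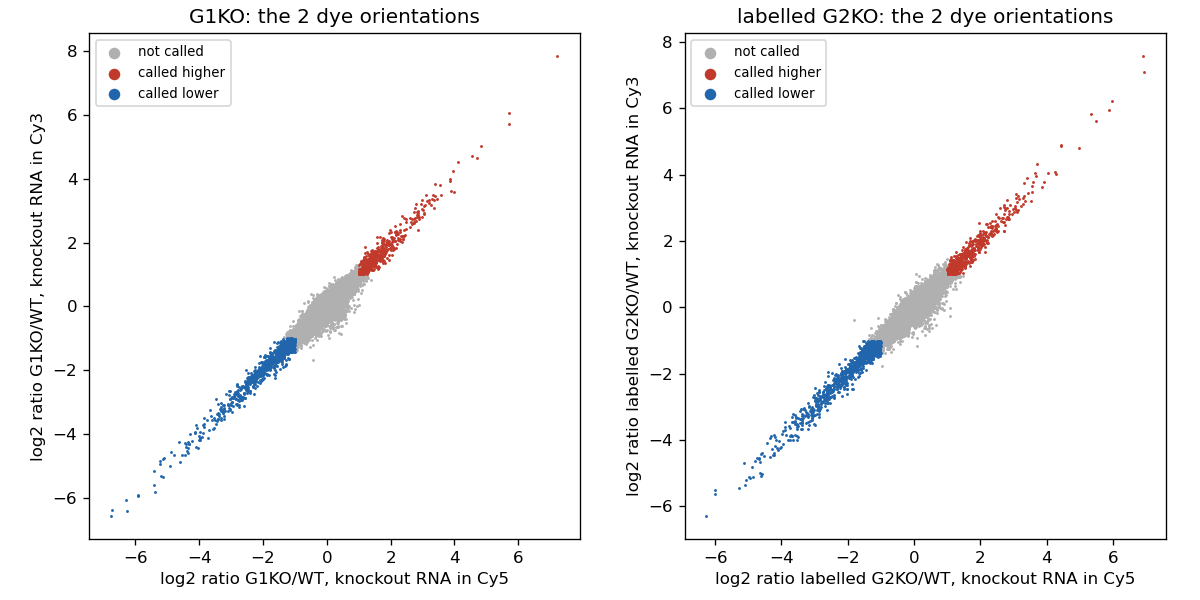
Log2 ratio of knockout over WT per probe on the array with the knockout RNA in Cy5 (horizontal axis) and on the array with it in Cy3 (vertical axis), for G1KO (left) and the RNA labelled G2KO (right). Red points were called higher (509 and 587), blue points lower (970 and 1032), and grey points were not called. The arrays correlated at r = 0.952 and 0.959.

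Among the genes of proteins that the study followed, Mdm2 and Cdkn1a moved in opposite directions in the comparisons. Mdm2 had a log2 ratio of -0.92 ± 0.13 in G1KO, which was not called, and of 1.69 ± 0.02 in the RNA labelled G2KO. Cdkn1a had -0.77 ± 0.07, which was not called, and 2.75 ± 0.13. Cdkn1b gave 1.06 ± 0.26 in the RNA labelled G2KO, with 1.24 and 0.88 on the individual arrays, and was not called. Rpa1 gave -0.30 and 0.77, Trp53 gave -0.12 and 0.46, Atm gave 0.10 and 0.41, H2ax gave 0.37 and 0.33, Ppp2ca gave 0.23 and -0.17, Chek2 gave -0.30 and -0.05, and Ppp2r5c gave 0.03 and -0.25, in G1KO and in the RNA labelled G2KO in that order. None of these was called. The sign changed with the scanner's own log ratio, with the series table and on 1 array alone for Chek2 in the RNA labelled G2KO, up to 0.20, and for Cdkn1b in G1KO, up to 0.06. It changed on the array with G1KO RNA in Cy3 for Ppp2r5c in G1KO, to -0.01. Other probes differed in sign for Trp53, with 0.03 in G1KO and -0.02 in the RNA labelled G2KO, for Chek2, with 0.36 in the RNA labelled G2KO, for Cdkn1b in G1KO, with 0.17 against -0.07, and for Ppp2r5c, with 0.24 and 0.11 in the RNA labelled G2KO and -0.14 in G1KO.

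Of the genes that the study's text names from arrays or blots, En2, Foxa2, Sox2 and Aspn in the RNA labelled G2KO are given above. Sox6 (chromosome 7, 115266015 to 115266074) was higher there by 3.54 ± 0.30. Of its 4 other probes, 1 was called, at least 2.15-fold higher, and 3 were not. In G1KO, Aspn was higher by 1.78 ± 0.06, Foxa2 gave -1.16 ± 0.25 and was not called, En2 gave -0.08 ± 0.02, and Sox2 and Sox6 were not detected. Wt1 had a log2 ratio of -3.04 ± 0.13 in G1KO and was not detected in the other pair. Hoxb9 was higher in G1KO by 1.45 ± 0.13, and its other probe gave 1.60. Hoxb7 gave 0.86, Hoxb4 gave -0.05, which was above 0 with the scanner's own log ratio, with the series table and on the array with G1KO RNA in Cy3, and Hoxa2 gave -0.91 in G1KO, and these were not called. Hoxb2 gave -0.72 in G1KO at one probe and 0.65 at the other. In the RNA labelled G2KO, Hoxa2 gave 0.23, with WT above background on 1 of 2 arrays, Hoxb2 was at least 1.35-fold higher, and Hoxb4, Hoxb7 and Hoxb9 were not detected. Cdkn2a (chromosome 4, 88745872 to 88745931) had log2 ratios of 0.96 ± 0.00 in G1KO, which was not called, and -3.44 ± 0.32 in the RNA labelled G2KO. Cdkn2b (88777764 to 88777823) had -1.34 ± 0.10 and -5.06 ± 0.15. Both remained well above background in the RNA labelled G2KO. In that RNA the level of Cdkn2a differed by -0.15 from the WT of the G1KO pair, and that of Cdkn2b by -4.49.

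**Figure D3:**
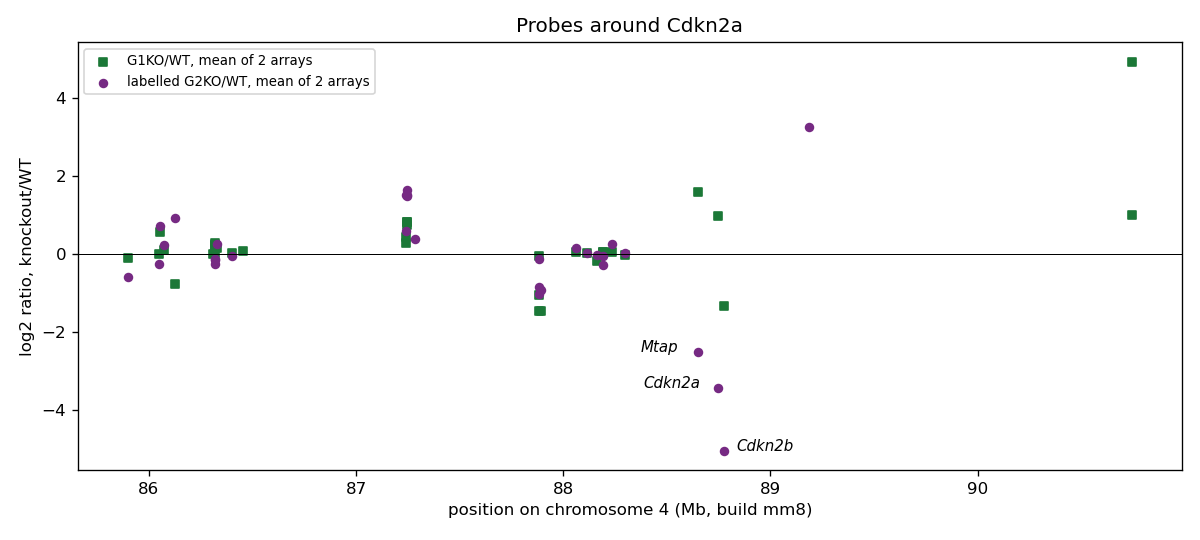
Log2 ratio of knockout over WT (vertical axis, mean of both arrays) of detected probes by position on chromosome 4 in Mb of build mm8 (horizontal axis), with squares for G1KO and circles for the RNA labelled G2KO. Cdkn2a and Cdkn2b lie at -3.44 and -5.06 in the RNA labelled G2KO, and Mtap beside them at -2.53.

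The effects of the genotypes were then compared, to ask which transcripts changed in both. Across 24150 probes tested in both comparisons, Pearson's r of the log2 ratios was -0.0391 and Spearman's rho -0.0315. Probes are not independent replicates. Under the alternatives r lay between -0.0498, with both genotypes above background, and -0.0190, on the arrays with knockout RNA in Cy3 alone. Arrays with the knockout RNA in the same dye share the dye effect. With it in different dyes, r was -0.0549 for G1KO in Cy5 and the RNA labelled G2KO in Cy3, and -0.0572 for the reverse. Of these probes, 190 were called in the same direction in both, 58 higher and 132 lower. Shuffled probes gave 53.6 on average, with a range of 33 to 77. A further 221 were called in opposite directions, against 44.8 on average in the shuffles, with a range of 27 to 67. Of these, 134 were higher in G1KO and lower in the RNA labelled G2KO, and 87 the reverse. As a ratio, the 4-fold threshold moved both counts most, to 33 and 34.

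Beyond Xist, Eif2s3y and Ddx3y, the genes changed most in the same direction were Fgf5 (chromosome 5, 98517263 to 98517322), with log2 ratios of -3.54 ± 0.04 in G1KO and -4.03 ± 0.27 in the RNA labelled G2KO, and Igfbp2 (chromosome 1, 72785310 to 72785369), with -3.41 ± 0.11 and -3.70 ± 0.29. The genes changed most in opposite directions were Cxcl5, with 5.70 and -4.65 ± 0.13, Sfrp2, with 4.69 and -4.50 ± 0.04, Aldh1a1 (chromosome 19, 20710371 to 20710430), with -5.60 ± 0.32 and 3.84 ± 0.10, Alx4 (chromosome 2, 93481759 to 93481818), with 3.43 ± 0.05 and -4.35 ± 0.13, and Penk (chromosome 4, 4060735 to 4060794), with 3.41 ± 0.11 and -3.30 ± 0.10. In the RNA labelled G2KO, Cxcl5 was above background on 1 of 2 arrays. The other probe of Alx4 gave 0.02 and -0.39 and was not called in either comparison.

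Gene lists were summarised by their median log2 ratio. In G1KO, 10 of 16 lists lay outside the middle 95% of random lists. The alternatives gave 9 or 10. The 28 p53 target genes had a median of -0.55, against -0.17 to 0.15 for random lists, and 2 of them were higher in G1KO. The 19 detected genes of the mesothelial list had a median of -2.95, and 2 of them were higher. Gpm6a, Lrrn4, Aldh1a1 and Upk1b of this list are among the falls that the study lists from these arrays. The mesothelial list is thus not independent of them. S-phase genes had 0.28, extracellular matrix genes of fibroblasts -0.21, interferon-response genes -0.43, neural and glial genes 0.29, and the 32 detected Hox genes 0.26. The 4 Y-linked genes had -3.49, the 4 X-linked genes that escape inactivation 0.52, and the 3 genes of the Cdkn2 region (Cdkn2a, Cdkn2b and Mtap) 0.96. The size of the Y-linked median is limited by background. Within the random range were G2/M genes (0.05), smooth and skeletal muscle genes (-0.07), cartilage and bone genes (0.04), the genes of proteins the study followed (-0.10), the genes its text names (-0.08) and housekeeping genes (0.07). The muscle list had a mean of 0.22, opposite in sign to its median, and its median was 0.00, just above 0, under 3 of 11 alternatives. The median of the cartilage and bone list was -0.03 on the array with G1KO RNA in Cy5, and the list lay outside the random range with both genotypes above background. The matrix list lay within it on the array with G1KO RNA in Cy3, and the neural and glial list under 3 alternatives. Of the 32 detected Hox genes, 14 were called, 8 higher and 6 lower in G1KO.

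In the RNA labelled G2KO, 9 of 16 lists lay outside the range of random lists, and between 8 and 11 under the alternatives. The p53 targets had a median of 0.72, against -0.19 to 0.18 for random lists, and 23 of 28 were higher. Matrix genes of fibroblasts had -1.38, with 1 of 22 higher. G2/M genes had 0.56, with 26 of 27 higher, S-phase genes 0.39, with 33 of 34 higher, and interferon-response genes -0.54. The Y-linked genes had -2.91, the genes of proteins the study followed 0.43, the genes its text names 3.54 and the Cdkn2 region -3.44. The size of the Y-linked median is limited by background here too. Within the random range were the mesothelial (-0.22, 10 genes detected), neural and glial (-0.08), muscle (0.03), cartilage and bone (-0.20), X-linked (0.14), housekeeping (0.18) and Hox (0.04, 9 genes detected) lists. The mean differed in sign from the median for the mesothelial list, at 0.30, the neural and glial list, at 1.38, the muscle list, at -0.21, and the Hox list, at -0.07. With both genotypes above background, the mesothelial median was 1.28 and the Hox median -0.09. The mesothelial median was above 0 in that alternative alone, and it reached -1.05 at the other end. The median of the genes the study's text names ranged from 0.23 to 5.70 over the alternatives, and without the filter on dim probes it lay within the random range. The cartilage and bone list reached -1.50 with both genotypes above background and lay outside the random range under 6 of 11 alternatives. The mesothelial list lay outside it under 4, and the housekeeping list on the array with the RNA labelled G2KO in Cy5. The genes that the study's text names were chosen by the study partly from these arrays, so their list is not independent evidence. Of those 11 genes, 8 also belonged to the mesothelial, neural or Hox lists, and 2 of the p53 targets were among the genes of proteins the study followed. Cdkn2b is likewise among the falls in G2KO that the study lists from these arrays, so the Cdkn2 list is not independent either.

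Medians per chromosome were set against shuffled genes. In G1KO, 12 of 20 chromosomes lay outside the range of the shuffles, 7 above and 5 below, and the alternatives gave 11 to 13. The value farthest from 0 was that of chromosome 10, at -0.29, where 21.4% of 795 genes were higher in G1KO against 49.6% of all genes. In the RNA labelled G2KO, 12 of 20 lay outside, 7 above and 5 below, and 9 to 12 did under the alternatives. Chromosome 6 had the highest median, at 0.21, with 70.6% of 831 genes higher against 48.1% of all genes, and chromosome 8 the lowest, at -0.18. Across chromosomes the arrays of a pair correlated at r = 0.993 and 0.992. Windows of 50 genes beyond the shuffled range numbered 7 below and 2 above of 318 in G1KO, and 1 below and 5 above of 316 in the RNA labelled G2KO. Runs of at least 5 neighbouring windows, whatever their medians, were also set against the rest of their chromosome. Such a stretch passed the shuffled range on 3 chromosomes in G1KO and on 1 in the RNA labelled G2KO, which was chromosome 11 from 52096035 to 84727803. There 450 genes had a median of 0.24, against -0.12 on the rest of the chromosome. The stretches in G1KO differed from the rest of chromosomes 3, 10 and 11 by -0.14, -0.11 and -0.15.

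**Figure D4:**
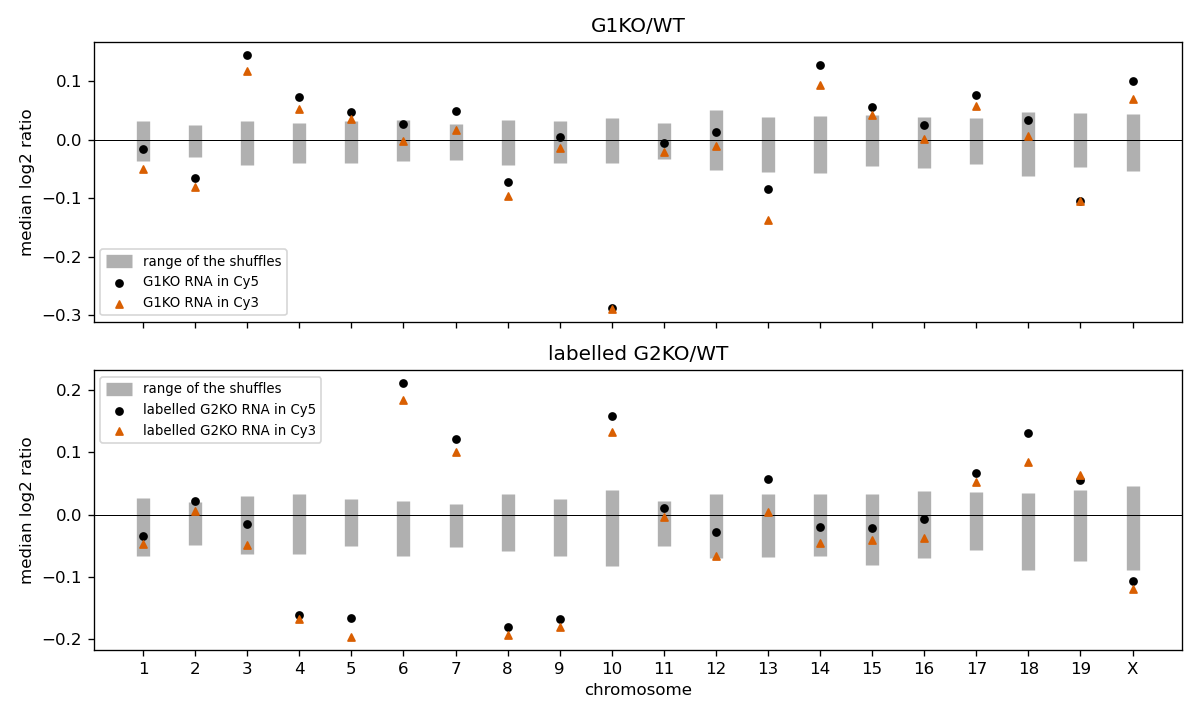
Median log2 ratio of knockout over WT of the detected genes on each chromosome, for G1KO (top) and the RNA labelled G2KO (bottom), with circles for the array carrying the knockout RNA in Cy5, triangles for that carrying it in Cy3 and grey bars for the range of 1000 shuffles of genes. Chromosome 10 in G1KO lies at -0.29, and chromosome 6 in the RNA labelled G2KO at 0.21.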

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

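The test on levels in the WT cultures was chosen only after the result was seen, as were both tests on the Cdkn2 genes against the other WT, whereas the tests of dye bias and of loss of the Cdkn2 region were planned. The results in this part stand out because both arrays of one comparison moved one way and both arrays of the other moved the opposite way. None of these differences was tested, since each genotype had 1 replicate, and each rests on the label of the RNA labelled G2KO.

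In all, 221 probes were called in opposite directions in the comparisons. The difference in log2 ratio, G1KO minus the RNA labelled G2KO, was -9.33 for Ccng1, 7.53 for Aspn, 10.35 for Cxcl5, 9.19 for Sfrp2, -9.44 for Aldh1a1, 7.79 for Alx4 and 6.71 for Penk. That of Cxcl5 is limited by background, since in the RNA labelled G2KO it was well above background on 1 of 2 arrays, and its log2 ratio there lay between -8.06 and -4.56 over the alternatives. Dye bias was argued against, since 0 probes in G1KO and 0 in the RNA labelled G2KO passed 2-fold toward one dye on both arrays, beside 1479 and 1619 called. All 4 arrays shared a slide and a scan, so a batch of slide or scan does not separate the pairs. Batches of culture, RNA extraction or labelling could not be checked. The sex-linked difference had the same direction in both pairs, with Xist at 7.54 and 7.24, and so would of itself give changes in the same direction and not these. The WT cultures were not shared, and differences between cultures of the same genotype and the genotype itself stay open. The fall of Ccng1 in G1KO is at the targeted gene.

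The median of the p53 target list differed by -1.27 between the comparisons, from -0.55 in G1KO to 0.72 in the RNA labelled G2KO. The levels of the 4 RNAs were set against the WT of the G1KO pair, less the median of all genes. On this scale the list was at -1.005 in the WT of the G2KO pair and at 0.10 in the RNA labelled G2KO. Ccng1 was at -2.58 and 0.09, Cdkn1a at -2.47 and 0.28, and Mdm2 at -1.90 and -0.21. Trp53 itself was at -1.07 and -0.62 at its brighter probe, which lies in the shifted stretch of chromosome 11. A candidate explanation for the rise in the RNA labelled G2KO, and for that of Ccng1 there, is therefore a lower p53 activity in the WT culture of that pair, which the value of -1.005 is in line with. These levels compare different arrays and single cultures, and an effect of the genotype stays open. The study reports constantly high p53 protein in WT MEFs. After irradiation it shows a band of p21, the protein of Cdkn1a, in G2KO MEFs and not in WT MEFs. Whether those were the cultures on the arrays is not stated. The fall of the list in G1KO was not tested further.

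The median of the 3 genes of the Cdkn2 region differed by 4.40, from 0.96 in G1KO to -3.44 in the RNA labelled G2KO. The genes did not move alike in G1KO, where Mtap was called higher, at 1.59, and Cdkn2b lower, at -1.34. Cdkn2b was thus called lower in both comparisons, and the opposite directions hold for the median and not for every gene. For Cdkn2a, the level in the RNA labelled G2KO differed by -0.15 from that in the WT of the G1KO pair, while the WT of the G2KO pair was at 3.28. A high level in that WT culture may account for this ratio. For Cdkn2b, the RNA labelled G2KO was at -4.49 and its WT at 0.57, which argues against the same account. Mtap was at -2.86 in the RNA labelled G2KO and at -0.33 in its WT, so that 2 of the 3 genes were low in the RNA labelled G2KO and not high in its WT. Loss of the region was tested by Cdkn2a, which fell with a log2 ratio of -3.44 and yet remained well above background on both arrays, so loss in some cells and lower transcription cannot be told apart.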

How the results depend on the processing

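The alternatives for chromosome medians, for changes toward one dye and for genes other than Ccng1 and Ccng2 were chosen after seeing the data. No paired analysis was possible because each genotype had 1 replicate. Slide could not be fitted as a block because all 4 arrays lay on 1 slide. Of 1830 alternative values, 437 equalled the main value, among them all those with Aquantile normalisation, which leaves the log2 ratios as they are, and they are left out here. Of the other 1393, 924 stayed within the spread between arrays or within 1.5-fold of the main count, 469 moved further, and 0 called values reversed.

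The number of called probes, for G1KO and then for the RNA labelled G2KO, was 2285 and 2603 with an offset of 0, 2854 and 3396 with the scanner's own log ratio, 2848 and 3392 with the series table, 813 and 955 with median centring, 3341 and 3714 at 1.5-fold, and 385 and 467 at 4-fold. The thresholds change the counts by construction. For the others the cause was not tested. The offset of 0 kept 1477 of 1479 and 1619 of 1619 calls, the scanner's log ratio 1456 and 1618, the values of the series 1454 and 1617, and median centring 797 and 937. In each of these settings 0 were called in the other direction. Probes past 2-fold toward one dye numbered 236 and 146 with median centring, and 5 and 1 with the scanner's log ratio and with the series table.

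Probes called in the same direction in both comparisons numbered 329 with an offset of 0, 455 with the scanner's log ratio, 453 with the series table, 78 with median centring, 558 at 1.5-fold and 33 at 4-fold. Those called in opposite directions numbered 414, 583, 581, 99, 678 and 34 in that order. The correlation was -0.0462 with the scanner's log ratio and with the series table, -0.0365 with median centring, -0.0211 on the arrays with knockout RNA in Cy5, -0.0190 on those with it in Cy3, -0.0349 without the filter, -0.0498 with both genotypes above background and -0.0464 with 1 probe per symbol. Ccng1 in G1KO had a log2 ratio of -7.38 with an offset of 0 and of -7.62 with the scanner's log ratio and with the series table. The cause was not tested.

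The other results were 161 values for lists, chromosomes, named genes and shares of calls. Of the 1280 alternative values that differed from the main value, 852 stayed within the spread and 428 moved. Where a genotype was below background, the signal over background allows a bound alone. The log2 ratio of Eif2s3y in G1KO, for example, ranged from -11.16 with the series table to -6.37 on the array with G1KO RNA in Cy3. Some probes well above background in both genotypes moved far as well. In G1KO, Plppr4 went from 4.11 up to 6.60 and Xist from 7.54 up to 9.45. In the RNA labelled G2KO, Sox6 went from 3.54 up to 5.70 and Fgf5 from -4.03 down to -6.31. Others moved little, such as Clmp there, between -5.54 and -5.26. The ± values do not cover such shifts.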

Other observations

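The tests of sex, dye bias, flanking regions, chromosome copy number, Cdkn2 loss and Hox genes in the RNA labelled G2KO were planned, whereas those of copy number as the whole cause, of the makeup of shifted chromosomes and of the stretch on chromosome 11, of Hox genes in G1KO, of the Ccng2 signal and of the control region and clusters near Ccng2 were chosen only after the result was seen.

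Xist was higher in both knockout RNAs, and the Y-linked genes had medians of -3.49 in G1KO and -2.91 in the RNA labelled G2KO. The size of these medians is limited by background, since Eif2s3y, Kdm5d and Uty were below it in both knockout RNAs. Over the alternatives the medians ranged from -6.43 to -3.23 in G1KO and from -6.24 to -2.57 in the RNA labelled G2KO. These values are in line with knockout cultures of female origin and WT cultures holding male cells. The study describes both knockout MEFs as female. Sex and genotype changed together in both pairs and cannot be separated in these arrays, so the sex of the cells stays open as a source of changes that have the same direction in both pairs.

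Ccng2 signal in the RNA labelled G2KO was level with its WT, at a log2 ratio of 0.0856. The same RNA in both channels is argued against by 1619 called probes. The study genotyped G2KO mice by genomic PCR and G2KO MEFs by RT-PCR of their mRNA with Ccng2 primers. It also blotted MEFs for CycG2 protein. Whether those were the cultures on the arrays is not stated. A mislabelled culture with intact Ccng2 and a transcript of the targeted allele that the probe still reads cannot be told apart. The ratio of 0.0856 is open to either, and the level in the RNA labelled G2KO, 1.31 above that in the WT of the G1KO pair, decides neither without a map of the allele.

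Genes within 10 Mb of Ccng1 were called in G1KO at 6.32% (6 of 95, exact 95% interval 2.35% to 13.2%), against 6.95% elsewhere. The interval also allows a share well above that elsewhere, so a carried-over flanking region was neither shown nor excluded there. Near Ccng2, 21.4% were called in the RNA labelled G2KO (21 of 98, interval 13.8% to 30.9%), against 7.49% elsewhere. Both intervals treat neighbouring genes as independent and so may be too narrow. In the G1KO comparison, where Ccng2 was not targeted, 15.8% of the same region was called, so a region that varies between cultures may contribute. In the RNA labelled G2KO, 3 of 1453 runs of as many neighbouring genes reached 21.4%. Without the 3 genes named Cxcl (Cxcl1, Cxcl5 and Cxcl10) the share was 18.9% (18 of 95), which 17 runs reached. Ppbp, which lies near Cxcl5 and was called lower as well, was not left out, so that share still holds part of the cluster. A flanking region and clustered changes cannot be told apart here.

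Chromosome medians reached -0.29 for chromosome 10 in G1KO and 0.21 for chromosome 6 in the RNA labelled G2KO. In diploid cells and with ratios read in full, a whole copy gained or lost in every cell would give 0.58 or -1 in the knockout culture. In the WT culture it would give -0.58 or 1. The ploidy of the cultures was not measured. The simulated shift of a chromosome came out smaller than planted, at -0.24 in both pairs. Against the WT of the G1KO pair, chromosome 10 was at -0.31 in G1KO, at -0.21 in the WT of the G2KO pair and at -0.04 in the RNA labelled G2KO, so which culture differs stays open. Dye bias was argued against, since the smaller array medians were -0.29 and 0.18, and a few strongly changed genes were too, since the medians without called genes were -0.26 and 0.21. Of the windows along these chromosomes, 93.3% and 100% lay on the same side of 0. A copy number change in part of the cells, or in cells that are not diploid, may be involved. These chromosomes were picked for their medians, however, and a regional change in transcription cannot be told apart from it. The stretch of chromosome 11 in the RNA labelled G2KO, hidden in the median of its chromosome, differed from the rest of the chromosome by 0.36. Its median was 0.24 without called genes and the smaller array median was 0.22, which argue against a few strongly changed genes and against dye bias. Against the WT of the G1KO pair, the stretch was at -0.10 in G1KO, at -0.22 in the WT of the G2KO pair and at 0.04 in the RNA labelled G2KO. A difference in copy number stays open here too, since the stretch was picked for its shift. The step is below that of a whole copy in diploid cells, which does not count against a copy change while ploidy is unknown. Shifts of whole chromosomes do not account for most calls, since 94.5% and 91.4% of called probes were still called with each chromosome set to a median of 0. The medians lay between -0.29 and 0.21, so only calls near the threshold could be lost. Copy number changes of shorter segments were not addressed by this.

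In G1KO, 14 of 32 detected Hox genes were called (43.8%, exact 95% interval 26.4% to 62.3%), against 8.66% for genes of matched intensity. Of these, 8 were higher and 6 lower, and in 7 of 7 pairs of neighbouring called genes of a cluster both changed in the same direction. The interval treats genes as independent, which such neighbours are not, so it is too narrow. These values are in line with cultures of different body-region identity, while an effect of the genotype on these genes was not tested apart from that. Of 9 detected Hox genes, 1 was called in the RNA labelled G2KO (11.1%), against 9.61% for genes of matched intensity. So few genes leave a difference in body-region identity open in that pair. No biological explanation was tested for the fall of App at 1 of 4 probes in G1KO. Dye effects correlated at r = 0.761 between the pairs across probes, and 9 probes had an effect over 0.5 of the same sign in both.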
